# Global miRNA expression is temporally correlated with acute kidney injury in mice

**DOI:** 10.7717/peerj.1729

**Published:** 2016-02-25

**Authors:** Rui Cui, Jia Xu, Xiao Chen, Wenliang Zhu

**Keywords:** Acute kidney injury, MicroRNA, Microarray, Serum creatinine, Temporal expression

## Abstract

MicroRNAs (miRNAs) are negative regulators of gene expression and protein abundance. Current evidence shows an association of miRNAs with acute kidney injury (AKI) leading to substantially increased morbidity and mortality. Here, we investigated whether miRNAs are inductive regulators responsible for the pathological development of AKI. Microarray analysis was used to detect temporal changes in global miRNA expression within 48 h after AKI in mice. Results indicated that global miRNA expression gradually increased over 24 h from ischemia reperfusion injury after 24 h, and then decreased from 24 h to 48 h. A similar trend was observed for the index of tubulointerstitial injury and the level of serum creatinine, and there was a significant correlation between the level of total miRNA expression and the level of serum creatinine (*p* < 0.05). This expression-phenotype correlation was validated by quantitative reverse transcription PCR on individual miRNAs, including miR-18a, -134, -182, -210 and -214. Increased global miRNA expression may lead to widespread translational repression and reduced cellular activity. Furthermore, significant inflammatory cytokine release and peritubular capillary loss were observed, suggesting that the initiation of systematic destruction programs was due to AKI. Our findings provide new understanding of the dominant role of miRNAs in promoting the pathological development of AKI.

## Introduction

Acute kidney injury (AKI) is a common clinical syndrome mainly characterized by a rapid decline in kidney function (Srisawat & Kellum, 2011). The leading etiology is ischemia reperfusion injury (IRI), followed by sepsis and nephrotoxic insult (Chertow et al., 2005; Mehta et al., 2007; Waikar, Liu & Chertow, 2008). IRI is caused by an abrupt, transient decline in blood flow to the kidney (Lien, Lai & Silva, 2003) and leads to the production and release of inflammatory cytokines, infiltration of neutrophils and macrophages, and loss of peritubular capillaries (PTC; Ishii et al., 2005; Furuichi, Kaneko & Wada, 2009). It was suggested that IRI-induced PTC loss was directly associated with reduced kidney function and the progression to renal fibrosis (Li et al., 2010). Despite advances in clinical care, patients with AKI continue to have significant morbidity and mortality (Aydin et al., 2007). Although many therapeutic strategies have been proposed, few have been proven to effectively improve AKI, making this disease a vexing clinical problem worldwide.

MicroRNAs (miRNAs) are a superclass of endogenous small non-coding RNAs (∼22 nucleotides). With the exception of miR-373 (Place et al., 2008), the vast majority of miRNAs can be defined as negative regulators of gene expression at the post-transcriptional level (Bartel, 2004). Currently, there are more than 2800 known unique mature miRNAs transcribed by the human genome (Kozomara & Griffiths-Jones, 2014). Approximately two-thirds of all human mRNA genes are affected by miRNA-mediated translational repression. Researchers generally agree on the high potential of miRNAs as therapeutic targets and diagnostic markers, as miRNAs are involved in nearly all human diseases, playing important roles in regulating pathologically related genes (Asli, Pitulescu & Kessel, 2008). miRNAs are involved in various biological processes, such as hypoxia, inflammation, cell death, and fibrosis, indicating indispensable roles in renal pathophysiology (Saal & Harvey, 2009; Bhatt, Mi & Dong, 2011; Chung, Yu & Lan, 2013; Wei, Mi & Dong, 2013; Ma & Qu, 2013).

Microcosmically, a wide spectrum of cellular injuries arise as AKI occurs, initiating systematic destruction programs, such as apoptotic and inflammatory pathways, and eventually reducing kidney function (Basile, Anderson & Sutton, 2012). In contrast, the reparative processes associated with AKI are inefficient. Thus, imbalance between injury and repair results in damaged kidney function and structure, eventually leading to renal fibrosis and progression to chronic kidney disease (Coca, Singanamala & Parikh, 2012). Here, we hypothesized that negative regulators of gene expression such as miRNAs may be critical repressors of cellular activities during AKI, when energy production and other cellular activities are significantly reduced. This hypothesis was supported by recent evidence that miRNAs negatively regulated the cell cycle in AKI (Khalid et al., 2014). Thus, miRNAs were suggested to be important initiators that contribute to the imbalance between injury and repair in AKI.

To test this hypothesis, a renal IRI mouse model was established and microarray analysis was used to detect changes in temporal expression of global miRNAs within 48 h after AKI. A potential correlation between the level of miRNA expression and kidney injury indexes (index of tubulointerstitial injury and level of serum creatinine) was tested. Additionally, temporal changes in inflammatory cytokine release and PTC loss were also determined. Together, these studies aimed to explore the role of miRNAs in promoting AKI-mediated decline in kidney function.

## Materials and Methods

### Animals and animal models

The use of vertebrate animals was approved by the Experimental Animal Ethic Committee of the Harbin Medical University, China (Animal Experimental Ethical Inspection Protocol, No. 2009104) and followed the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (8th Edition, 2011). Healthy male C57B/6 mice (20–25 g) were maintained under standard animal room conditions (temperature 21 ± 1 °C; humidity, 55–60%), with food and water, *ad libitum*, for 1 week before *in vivo* experiments. Animals were subjected to renal bilateral IRI using methods described previously (Lin et al., 2010). The warm ischemic time was 30 min. Sham-operated mice, which underwent the same surgical procedure without placement of the vascular clamp, served as controls (sham group). Mice were sacrificed at 6, 12, 24, and 48 h after reperfusion (*n* = 8 per time point). Plasma samples were taken from the tail vein to analyze the creatinine level using methods previously described (Lin et al., 2010). The mice were perfused with ice-cold normal saline via the left ventricle for 2 min, and the kidney was rapidly excised. Tissues were divided for histopathological analysis and molecular biological measurements, and portions of the kidney were fixed or snap-frozen in liquid nitrogen until analysis.

### Histological analysis and immunostaining

As described previously (Lin et al., 2010), a section of each kidney tissue sample was embedded in paraffin (stored at 4–8 °C), and another section was embedded in Tissue-Tek O.C.T. compound (Sakura Finetek, Torrance, CA, USA) and then stored at −80 °C. Frozen sections were obtained using a cryostat (Thermo Scientific, Cheshire, UK) at 4 µm, and paraffin sections were obtained using a microtome (Thermo Scientific, Walldorf, Germany) set at 2–3 µm. Paraffin sections were stained with hematoxylin-eosin (HE) and Masson’s trichrome using standard techniques. Immunofluorescence labeling was performed using a previously described protocol (Peng et al., 2014). Primary antibodies against the following proteins were used for immunolabeling: rat anti-mouse F4/80 (1:200, clone BM8; eBioscience, San Diego, CA, USA), and rabbit anti-mouse CD31 (1:50, Abcam, Hong Kong). The secondary antibodies were Alexa Fluor 488-conjugated goat anti-rabbit and Alexa Fluor 488-conjugated goat anti-rat (1:200; Jackson ImmunoResearch Laboratories, West Grove, PA, USA). Nuclei were stained using 4,6-diamidino-2-phenylindole (DAPI). Images were captured using a Nikon microscope (Tokyo, Japan) and processed using NIS-Elements software (Tokyo, Japan).

All tissue sections were analyzed using 10–15 random outer medulla of kidney per mouse. The data obtained from each tissue are represented by the mean of all fields. The degree of tubulointerstitial injury in HE-stained paraffin sections and F4/80-positive cells were determined as previously described (Cui et al., 2014). CD31-labeled kidney sections were used to evaluate PTC loss as follows: each image was divided into 252 squares, where one square without a PTC was considered positive for loss, and the final score was presented as the percentage of positive squares.

### Enzyme-linked immunosorbent assay (ELISA)

Mouse TNF-*α*, IL-1*β*, and IL-6 ELISA kits (R& D Systems, Minneapolis, MN, USA) were used to determine the concentrations of these markers in kidney tissue homogenates. Briefly, a total volume of 50 µL, containing 10 µL tissue homogenate and 40 µL sample diluent, was added to each sample well. Horseradish peroxidase-conjugated reagent was added to each well and incubated for 1 h at 37 °C. Tetramethylbenzidine was added after the array was washed. The chromogenic reaction was terminated with stop solution, and the absorbance was measured at 450 nm with an iMark Microplate Reader (BIO-RAD, Tokyo, Japan). The BCA Protein Assay Kit (Beyotime Biotechnology Co., Ltd., Shanghai, China) was used to determine the total protein concentration of the kidney tissue homogenates.

### Tissue sample collection and total RNA extraction

Total RNA was extracted from 20 mg of frozen renal tissue using Trizol reagent (Invitrogen, Shanghai, China), and stored at −80 °C. The RNA eluate was stored at −80 °C. All RNA extraction samples were thawed and then restored at −80 °C for further experiments.

### Microarray assay

Oebiotech Technology Co, Ltd. (Shanghai, China) performed the miRNA microarray assay. Global miRNA expression was detected in the tissue samples using the Agilent mouse miRNA microarray (Release 19.0, 8 × 60K). Sample labeling, microarray hybridization, and array washes were performed according to manufacturer standard protocols (Agilent Technologies Inc., Santa Clara, CA, USA) as previously described (Meng et al., 2015). The microarray data were submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE75076). For a single miRNA, miRNA abundance was defined as the raw microarray signal output normalized to the blank value 0.1. Total miRNA abundance was defined as the sum of the miRNA abundance values for all miRNAs (*n* = 1,247) detected by microarray.

### KEGG pathway analysis

Based on the microarray data, a pathway analysis on KEGG (Kanehisa et al., 2016) was performed to investigate whether some pathways were significantly regulated by miRNAs in mouse renal pathology. Briefly, experimentally validated miRNA-target genes in mice were retrieved from the miRNA-target interaction database miRTarbase (Release 6.0; Chou et al., 2016). The online tool Gene Prospector (Yu et al., 2008) was then used to obtain genes implicated in renal pathology by using ‘kidney disease’ as the search term. The bioinformatics software Cytoscape v2.8.3 (Smoot et al., 2011) was applied to identify associations between miRNAs and renal pathology-related mRNA genes. The DAVID functional annotation tool (Huang da, Sherman & Lempicki, 2009) was used to investigate whether some KEGG signaling pathways were significantly regulated by miRNAs in renal pathology when all the renal pathology-related miRNA target genes were uploaded as a gene list and the false discovery rate (FDR) was set at 0.05. Notably, only the miRNAs that were detected as presenting non-null microarray expression in least two time points were included in the analysis.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

qRT-PCR was used to assess the temporal expression changes of six miRNAs including miR-18a, -34b, -134, -182, -210, and -214. Briefly, 0.4 µL total RNA was reverse transcribed into cDNA in 10 µL reactions using a high-capacity cDNA reverse transcription kit (Applied Biosystems, Foster City, CA, USA). The cDNA was diluted 100-fold and assayed by PCR in a 10 µL reaction volume. The sequences of primers used for amplification of miRNAs and the internal control, U6, are shown in Table S1. For qRT-PCR, 2× SYBR Green PCR Master Mix (Applied Biosystems, Warrington, UK) was used according to manufacturer instructions with a Bio-Rad CFX96 Touch Real-Time PCR Detection System (Singapore). After a brief denaturation cycle (10 min at 95 °C), amplification parameters were as follows: 95 °C for 15 s and 60 °C for 1 min for 40 cycles. Cycle threshold (CT) values of miRNAs were normalized to U6, and fold change was calculated using the equation 2^−ΔΔ*CT*^ as previously described (Wang et al., 2012).

### Statistical analysis

All data are presented as the mean ± standard error of mean (SEM). Statistical analyses were performed using one-way ANOVA, Kruskal-Wallis, and Pearson correlation tests using GraphPad Prism v6.0 (GraphPad Software, Inc., La Jolla, CA, USA). A *p* < 0.05 was considered statistically significant.

## Results

### AKI induced abrupt decline in kidney function

In the present study, an IRI mouse model was established by renal bilateral IRI surgery. The mouse kidneys showed substantial injury after IRI, including tubular swelling and deformation, expansion, inflammatory cell infiltration, tubular epithelial cell degeneration and necrosis, and accumulation of necrotic material within the lumen (Figs. 1A and 1B). The degree of damage increased with the time of reperfusion, which peaked at 24 h after IRI. This pathological damage of kidney tissue decreased at 48 h after IRI. Consistent with this result, both the index of tubulointerstitial injury and the level of serum creatinine were found to gradually increase from 6 h to 24 h as compared to those measured in sham animals, and then decreased slightly from 24 h to 48 h (Figs. 1C and 1D).

**Figure 1:**
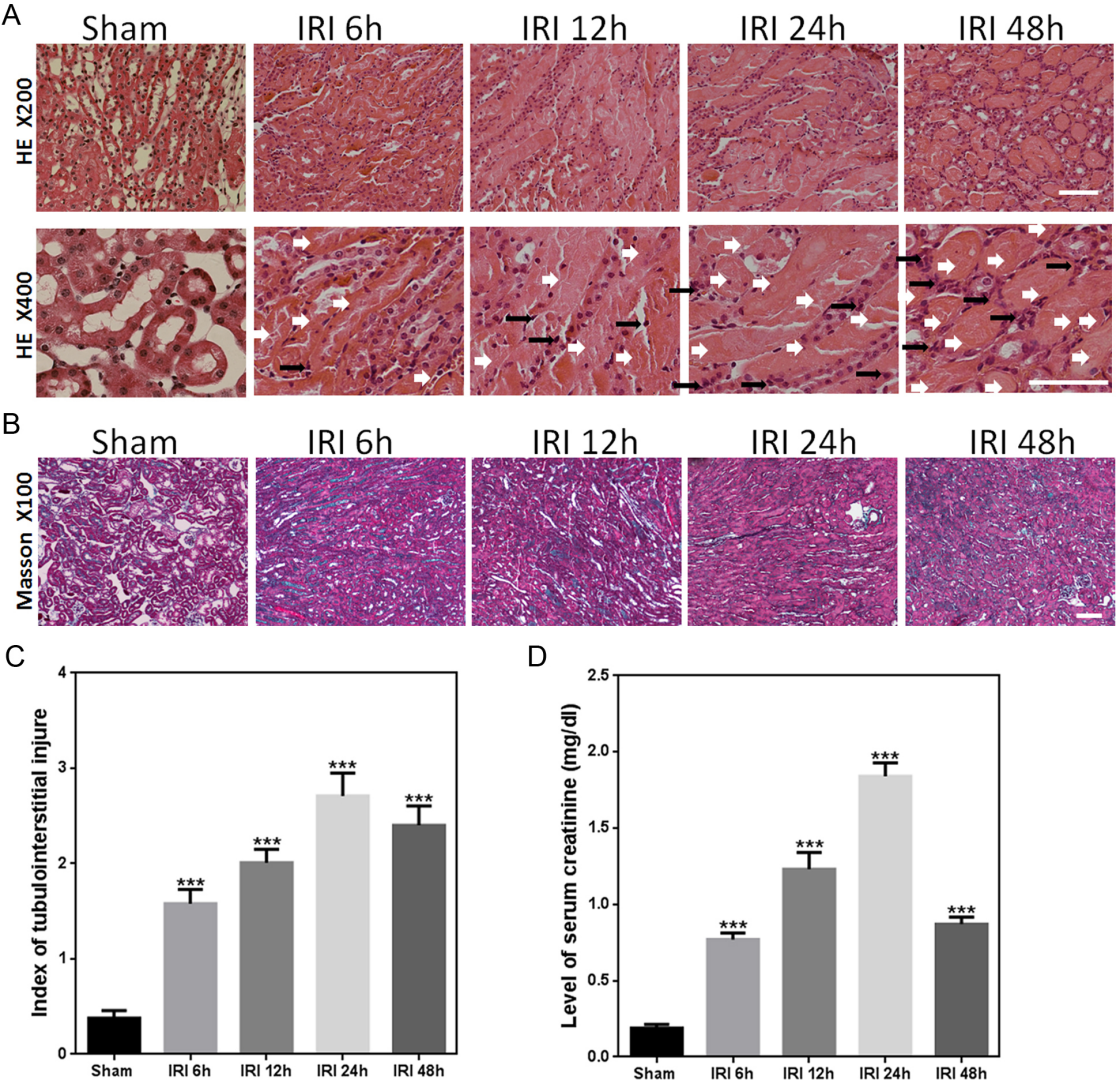
IRI caused substantial changes in renal morphology and function. (A) Representative light microscopy images of HE-stained sections of renal outer medulla from the sham and IRI groups at 6, 12, 24, and 48 h (magnification of the upper row, 200× (bars = 250 µm); magnification of the lower row, 400× (bars = 200 µm)). White and black arrows indicate injured tubular and infiltrated inflammatory cells, respectively. (B) Representative light microscopy images of Masson-stained sections of renal outer medulla from the sham and IRI groups at 6, 12, 24, and 48 h (magnification, 100×; bars = 250 µm). (C) Graph showing the score of renal tubular injury in every group. ^∗∗∗^*p* < 0.0001 versus sham; magnification, 200×*n* = 8; (D) Serum creatinine levels at 6, 12, 24, and 48 h after unilateral IRI and in the sham group. ^∗∗∗^*p* < 0.0001 versus sham; *n* = 8.

### Temporal miRNA expression correlates with serum creatinine level

miRNAs were previously implicated in the pathological progression of AKI (Lee et al., 2014). 

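The global measurement was made with Agilent mouse miRNA microarrays (Release 19), a 1-colour platform on which each miRNA is read by 1 to 4 probes printed in 40 spots. Kidney RNA from sham-operated mice and from mice at 6, 12, 24, and 48 h after IRI was hybridized, and the deposited data held 1 array for each of the 5 groups. The methods describe 8 mice per time point, and the paper's text does not state whether their RNA was pooled for the array. No spread between animals was therefore measured, no test between groups was possible, and the errors given are those of the scanner software, which cover the spots of 1 array only. Each array had 52044 spots, of which 49880 belonged to probes of 1247 miRNAs, and none of these 49880 was saturated. Saturation of the control spots was not counted. The authors deposited the output of the Agilent Feature Extraction software, in which spot intensities were background-subtracted and detrended within an array and were not normalized between arrays. In this output a probe is detected when its signal exceeds 3 times its error, and a miRNA with no detected probe has the value 0.1, which is the blank value the paper names. Both of the available summaries per miRNA were used here, namely the total gene signal written by the software and the sum of the signals of the miRNA's own detected probes. They differed in 373 of the 1241 detected values. In each of these the first probe of the miRNA was not detected, and the excess of the total gene signal equalled, within 1%, the total of another miRNA or control on the same array. Probe signals were also multiplied by an effective feature size, which was 0.6 on the sham, 6 h, and 48 h arrays, 0.774 on the 12 h array, and 0.776 on the 24 h array, so that equal spot intensities gave signals 1.29 times as high at 12 and 24 h. The value of 0.6 was the software's default, which was not used on the 12 and 24 h arrays. The sham and 6 h arrays were on slide 1 and were scanned together. The other 3 arrays were on slide 2, with the 48 h array in a scan of its own, so slide and group cannot be told apart for any comparison of sham with 12, 24, or 48 h.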

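Total miRNA abundance, taken as the sum of the total gene signals over all 1247 miRNAs, was 78667 ± 1705 (scanner error) on the sham array. It was 119228 ± 1776 at 6 h, 158585 ± 2989 at 12 h, 178911 ± 3181 at 24 h, and 89584 ± 2107 at 48 h after IRI. The log2 ratio over sham was therefore 0.60 at 6 h, 1.01 at 12 h, 1.19 at 24 h, and 0.19 at 48 h, each with a scanner error of 0.04 to 0.05. With only the own detected probes of each miRNA, the totals were 65266 for sham and 77315, 124640, 137161, and 75370 at 6, 12, 24, and 48 h, and the log2 ratios were 0.24, 0.93, 1.07, and 0.21. Signal carried over from other miRNAs or controls made up 17.04% of the total gene signals on the sham array and 35.2% at 6 h. All these differences exceeded the scanner error, which does not include the variation between mice or between arrays. Among the 182 miRNAs detected on all 5 arrays, the median log2 ratio of the total gene signals was 0.19, 0.53, 0.93, and −0.17 at the same time points. By their own probes, 181 of these 182 miRNAs had a higher signal at 24 h than in sham, and 71 had a higher signal at 48 h. The 4 spike-in controls, RNAs added with the manufacturer's labelling and hybridization reagents that do not come from the kidney, had a geometric mean 1.05 times that of sham at 6 h, 2.08 times at 12 h, 2.13 times at 24 h, and 2.06 times at 48 h. After each array was divided by this geometric mean, the log2 ratio of the own-probe totals was 0.18, −0.12, −0.02, and −0.83 at 6, 12, 24, and 48 h.

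**Figure D1:**
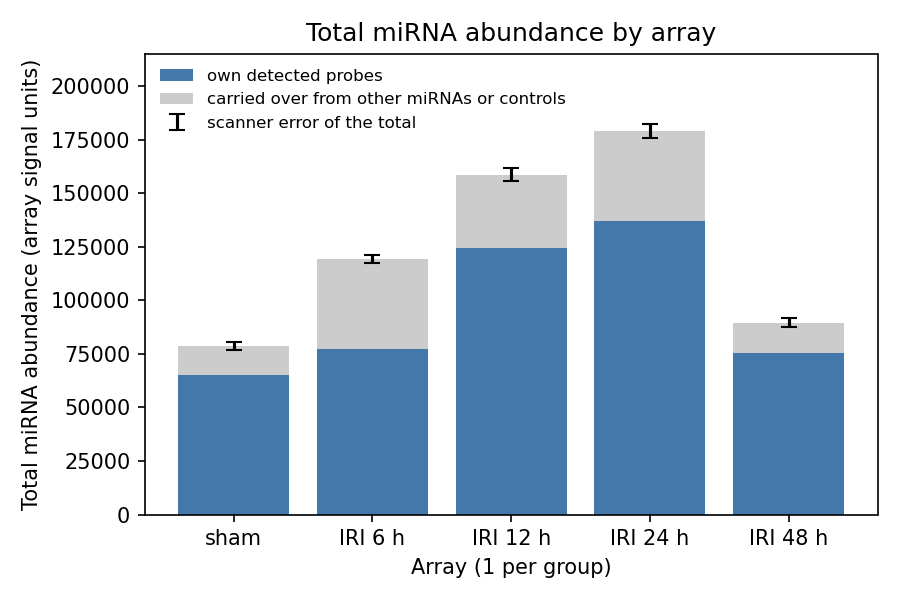
Total miRNA abundance on each of the 5 arrays, in array signal units from 0, split into signal of the own detected probes and signal carried over from other miRNAs or controls. Bars show 1 array per group, and error bars show the scanner error of the total. The own-probe part was 65266 for sham and 137161 at 24 h.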

In this study, we observed for the first time a global, temporal change in miRNA expression, similar to the temporal trend of substantial injury after IRI (Figs. 1A and 2A). Furthermore, we investigated a potential correlation between global miRNA abundance and two indicators of kidney function (index of tubulointerstitial injury and level of serum creatinine). There was no significant correlation between total miRNA abundance and the index of tubulointerstitial injury (*R* = 0.668, *p* = 0.22; Fig. 2B). Comparably, our result indicated a significantly moderate correlation between total miRNA abundance and the level of serum creatinine (*R* = 0.710, *p* = 0.029; Fig. 2C).

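The microarray part of both comparisons consisted of 1 total per group, 5 in all. The creatinine and injury scores were not analysed here, and no correlation was computed. The legend gives n = 8, and the paper's text does not state how 8 mice per group were combined with 1 array per group in the correlation. With the unscaled total gene signals, the order of the totals from low to high was sham, 48 h, 6 h, 12 h, and 24 h. By own probes the totals at 48 h (75370 ± 2075) and 6 h (77315 ± 1507) differed by less than their combined scanner error, and the order was otherwise the same. After the own-probe signals of each array were divided by its spike-in controls, the totals were 102373 for sham, 115646 at 6 h, 94291 at 12 h, 101219 at 24 h, and 57537 at 48 h, on the scale of the geometric mean of the arrays, and the highest total was then at 6 h and the lowest at 48 h. From its correlation tests the paper states a moderate, significant correlation of total miRNA abundance with serum creatinine (Fig. 2C) and none that was significant with the tubulointerstitial index (Fig. 2B).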

**Figure 2:**
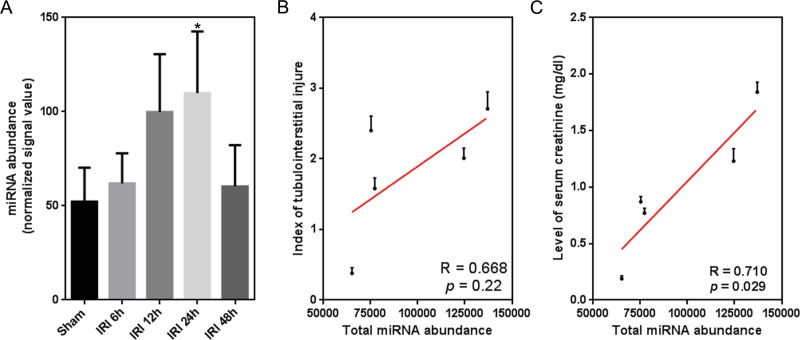
Temporal correlation between the expression of global miRNAs and renal function indexes. (A) Temporal miRNA expression change within 48 h after renal IRI. miRNA abundance is defined as raw microarray signal output normalized to the blank value 0.1; ^∗^*p* < 0.05 versus sham (Kruskal-Wallis test). (B and C) Temporal correlation between total miRNA abundance and index of tubulointerstitial injury/level of serum creatinine (*n* = 8). Total miRNA abundance is the sum of the abundance values of all miRNAs detected by microarray.

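The mean abundance per miRNA by own detected probes was 52.3 ± 17.97 (SEM over the 1247 miRNAs of 1 array) for sham, 62 ± 15.9 at 6 h, 99.95 ± 30.6 at 12 h, 109.99 ± 32.8 at 24 h, and 60.4 ± 21.9 at 48 h. With the total gene signals, the means were 63.1 for sham and 95.6, 127, 143, and 71.8 at 6, 12, 24, and 48 h. The SEM describes the spread among miRNAs and not among mice, and no test was made over miRNAs, which are not replicates of a group. The median abundance was 0.1, the blank value, on each of the 5 arrays, since 15.8% of the miRNAs at 48 h and 23.9% at 24 h were detected, with the other arrays in between. Without scaling, the 10 most abundant miRNAs of an array held 63.6% of the own-probe signal in sham and 71.6% at 48 h.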

Furthermore, six miRNAs (miR-18a, -34b, -134, -182, -210, and -214) were examined for a similar association between temporal expression and phenotype as was observed for global miRNAs (Figs. 2B and 2C). qRT-PCR was used to detect temporal changes in expression for each. As shown in Fig. 3A, all miRNAs showed a peak increase in expression at 24 h after IRI. The Pearson correlation test indicated a moderate, but insignificant degree of correlation between miRNA expression and the index of tubulointerstitial injury (Fig. 3B). With the exception of miR-34b, there was a significant correlation between the expression of each of the miRNAs and the level of serum creatinine (*p* < 0.05; Fig. 3C). Notably, a correlation coefficient >0.9 indicated a strong correlation between the level of serum creatinine and temporal expression of miR-134/-214.

**Figure 3:**
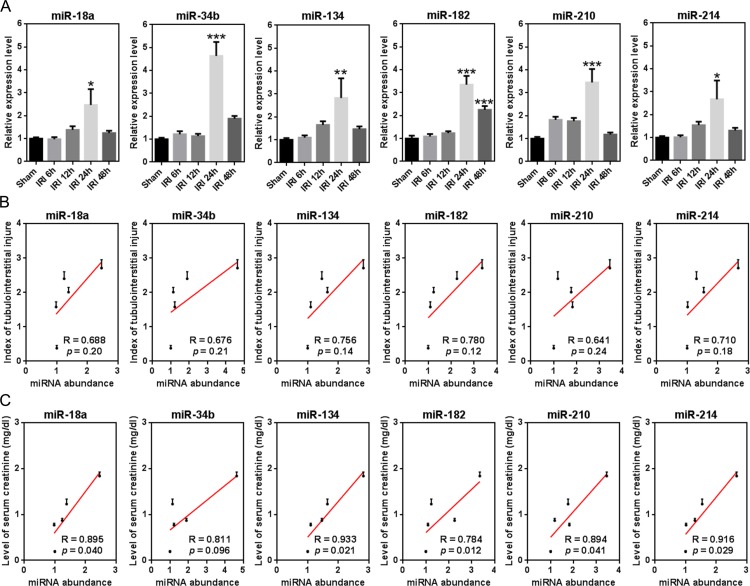
Temporal correlation between the expression of single miRNAs and renal function indexes. (A) Temporal expression changes of six miRNAs, including miR-18a, -34b, -134, -182, -210, and -214 (*n* = 8). ^∗^*p* < 0.05, ^∗∗^*p* < 0.001, ^∗∗∗^*p* < 0.0001 versus sham. (B and C) Temporal correlation between expression of individual miRNAs and the index of tubulointerstitial injury/level of serum creatinine (*n* = 8).

### miRNAs significantly regulated multiple renal pathology-related pathways

Among the miRNAs detected by microarray, 172 presented non-null microarray expression in least two time points and constructed 1,462 experimentally validated interactions with 548 renal pathology-related mRNA genes. 

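A non-null signal was taken as the scanner software's detection of a miRNA on an array. The number of detected miRNAs was 219 in sham, 248 at 6 h, 279 at 12 h, 298 at 24 h, and 197 at 48 h. Of the 1247 miRNAs, 913 were detected on no array, 57 on 1 array, and 277 on at least 2 of the 5 arrays, sham included. Among the 4 time points after IRI alone, 274 miRNAs were detected at least 2 times. Between sham and 24 h, 89 miRNAs were detected only at 24 h and 10 only in sham, and the 89 held 1.12% of the own-probe signal at 24 h. A miRNA with a signal near the detection level can be missed on a dimmer array, so a difference between these numbers does not show that a miRNA was absent. When the own-probe signals of all arrays were brought to 1 effective feature size and required to reach 3.36, the highest of the arrays' lowest detected signals, the numbers were 213, 242, 277, 298, and 195, in the order of the groups above.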

A KEGG pathway analysis on the 548 target genes revealed that miRNAs significantly regulated 10 renal pathology-related signaling pathways (FDR < 0.05, Table S2). The Wnt signaling pathway was the top pathway that was significantly enriched with miRNA target genes (FDR = 5.8 × 10^−5^), followed by the p53 signaling pathway (FDR = 7.6 × 10^−5^) and the TGF-*β* signaling pathway (FDR = 1.0 × 10^−4^). Furthermore, we investigated whether miR-18a, -134, -182, -210, and -214 be involved in the 10 renal pathology-related pathways. Each of the five miRNAs was experimentally validated to present kidney expression and for interactions with renal pathology-related mRNA gene(s) (Table S3). Our pathway analysis revealed that miR-18a targeted the *pten* gene (phosphatase and tensin homolog) in the p53 signaling pathway, miR-210 targeted the *tcf7l2* gene (transcription factor 7-like 2) in the Wnt signaling pathway, and the *bcl2* gene (B-cell CLL/lymphoma 2) in the apoptosis signaling pathway (FDR = 1.2 × 10^−2^). However, based on the latest release of miRTarBase (Chou et al., 2016), no miRNA-target interactions were found for miR-134, -182, and -214 in the 10 pathways.

### AKI induced release of inflammatory cytokines and PTC loss

Macrophages were previously reported to be involved in both kidney injury and kidney repair after injury (Lee et al., 2011). In the present study, a significant increase in the number of macrophages was observed in IRI mice as compared to that observed in sham-operated mice (Figs. 4A and 4B). Expression of inflammatory cytokine proteins, including tumor necrosis factor-*α* (TNF-*α*), interleukin (IL)-1*β*, and IL-6, significantly increased in the kidneys of mice after IRI (Figs. 4C–4E).

**Figure 4:**
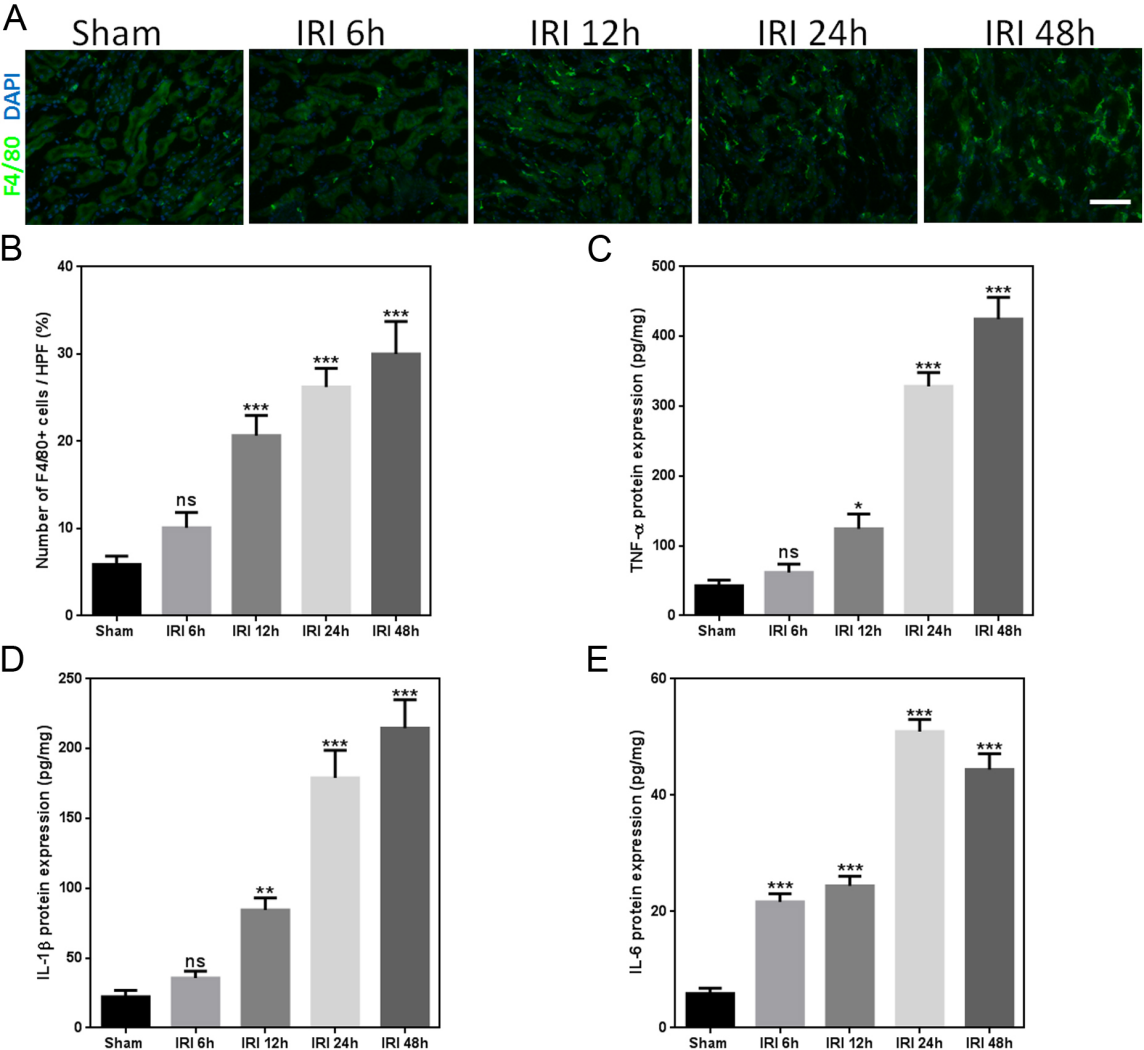
IRI induces release of inflammatory cytokines. (A) Representative immunofluorescence images of F4/80-labeled macrophages (green) from the sham and IRI groups at 6, 12, 24, and 48 h. DAPI labels the nucleus (blue; magnification, 200×; bars = 250 µm). (B) Graph indicating the number of macrophages in mice after sham or IRI. (C–E) Representative ELISA detection results for inflammatory markers (TNF-*α*, IL-1*β*, and IL-6) in kidney tissue homogenates of IRI mice. ns, not significant versus sham; ^∗^*p* < 0.05, ^∗∗^*p* < 0.001, ^∗∗∗^*p* < 0.0001 versus sham; *n* = 8.

PTC loss plays a central role in kidney IRI (Li et al., 2010). Maintenance of the microvasculature appears to be critical for kidney repair and preserving kidney function. To analyze peritubular capillary regeneration, we used CD31 as a marker for endothelial cells to evaluate PTC loss. PTC loss increased in kidney tissue with ischemia and reperfusion (Fig. 5A). These results are shown in Fig. 5B.

**Figure 5:**
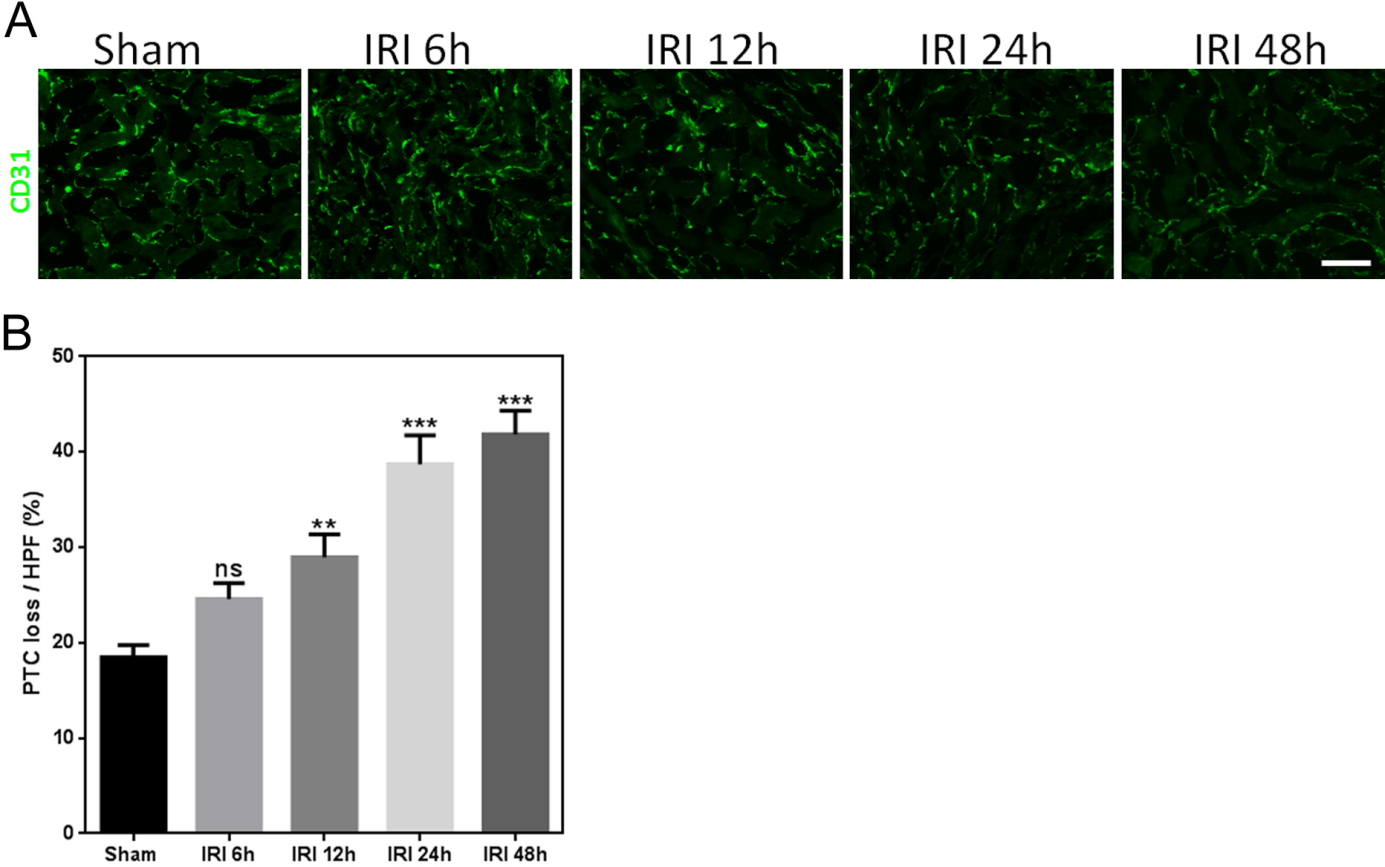
IRI causes substantial PTC loss. (A) Representative images of mouse CD31-labeled outer medulla PTC post-ischemia/reperfusion injury kidneys at each time point (magnification, 200×; bars = 250 µm). (B) Graph showing PTC loss for mice after IRI and sham. ns, not significant versus sham; ^∗∗^*p* < 0.001, ^∗∗∗^*p* < 0.0001 versus sham; *n* = 8.

## Discussion

Recently, the irreplaceable roles of miRNAs in kidney diseases, such as AKI, have been highlighted (Bhatt, Mi & Dong, 2011; Wei, Mi & Dong, 2013; Ma & Qu, 2013). Studies have suggested that miRNAs affect AKI pathology by interfering with regulation of the cell cycle (Khalid et al., 2014), and that altered miRNA profiles might be directly related to renal dysfunction secondary to AKI (Kumar, Liu & McMahon, 2014). Additionally, miRNAs were identified as potential disease biomarkers for AKI (Aguado-Fraile et al., 2013). Therefore, current evidence strongly suggests that miRNAs may be key initiation factors in the pathological progression of AKI.

The present study investigated the temporal correlation between miRNA expression and macroscopic kidney function. Two indicators, index of tubulointerstitial injury and level of serum creatinine, were chosen as phenotypic indicators of kidney function. After establishing an IRI mouse model, the two indictors and global miRNA expression levels were measured at multiple time points within 48 h after AKI. Our results indicated abrupt aggravation of kidney injuries caused by IRI. 

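Each miRNA contributed to the rise from sham to 24 h by the difference of its signals on these arrays, without scaling. By own detected probes the differences of all 1247 miRNAs summed to 71895. The largest were 17595 for miR-3963, 9119 for miR-6366, 7055 for miR-21a-5p, 3240 for miR-5109, and 2935 for miR-3473b. The first 3 made up 47.0% of the rise, and the 10 miRNAs that rose most made up 64.7%, against 52.6% with the total gene signals. In the total gene signals miR-511-5p was also among the 5 largest, with a signal of 4815 at 24 h, while its own probes gave 5.27 there. The array's probes map, by the coordinates in the files that lie within the miRNA genes of the GRCm38 annotation, to chromosome 3 from 151023801 to 151023815 for miR-3963, chromosome 16 from 18165156 to 18165166 for miR-6366, and chromosome 11 from 86584086 to 86584105 for miR-21a-5p, the last also within the span of Vmp1. On the sham array the highest own-probe signals were 20386 for miR-6366, 7118 for miR-3963, 3162 for let-7b-5p, 2410 for miR-3473b, and 2368 for let-7c-5p.
Among the miRNAs detected on all arrays, the highest log2 ratios of own-probe signals at 24 h over sham were 3.99 for miR-5115 (scanner error 0.36), 3.25 for miR-21a-5p (0.18), 3.09 for miR-2861 (0.17), 2.89 for miR-188-5p (0.16), and 2.88 for miR-3960 (0.15). The lowest were −0.89 for miR-210-3p (0.33), 0.09 for miR-5097 (0.16), 0.14 for miR-107-3p (0.15), 0.15 for miR-3095-3p (0.23), and 0.20 for miR-214-3p (0.36). The last 4 did not differ from 0 beyond the scanner error. In the total gene signals the extremes were mostly miRNAs with carried signal. There the log2 ratios of miR-324-5p and miR-93-5p were 3.59 and 3.57, against 0.34 and 0.98 by own probes. Those of miR-5115, miR-29c-5p, miR-1187, miR-139-5p, and miR-1949 were −4.14, −3.83, −3.49, −2.11, and −1.75, against 3.99, 1.97, 2.31, 1.45, and 1.19 by own probes. Scaling by the spike-in controls lowered every one of these log2 ratios by the same amount and left 85 of the 182 miRNAs with a higher own-probe signal at 24 h than in sham. The ratio of miR-21a-5p was then 2.16, that of miR-3963 was 0.71, and that of miR-6366 was −0.56.

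**Figure D2:**
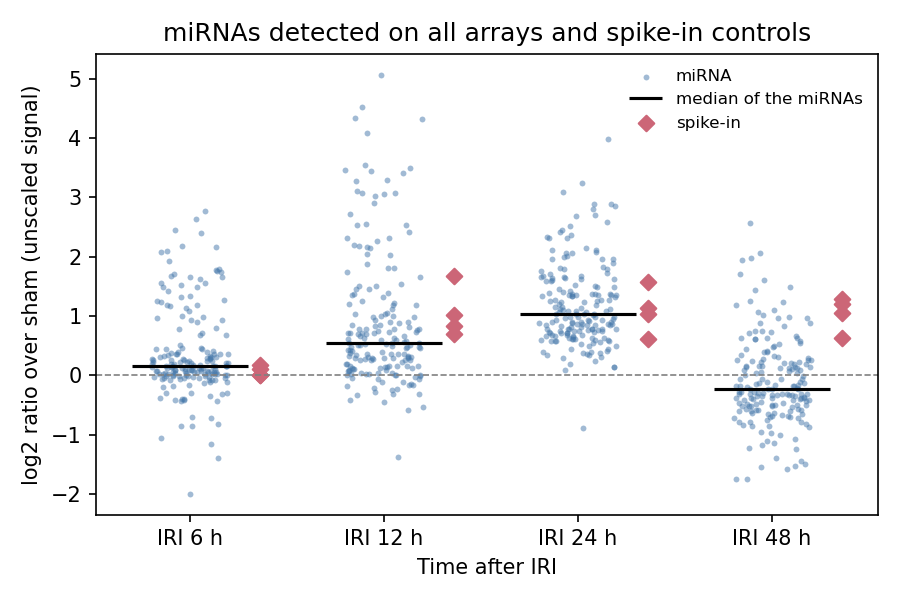
Log2 ratio over sham of unscaled own-probe signals for the 182 miRNAs detected on all 5 arrays (points, with their median as a line) and for the 4 spike-in controls (diamonds), by time after IRI, with 1 array per time point. The median of the miRNAs was 0.16 at 6 h, 0.55 at 12 h, 1.03 at 24 h, and −0.23 at 48 h, while the spike-in controls lay above 0 at 12, 24, and 48 h.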

Microarray analysis also indicated a substantial increase in global miRNA expression. This finding was consistent with a previous study by Godwin et al. (2010), in which the expression of many miRNAs was significantly elevated during AKI (Godwin et al., 2010). Our correlation analysis indicated that global, temporal miRNA expression significantly correlated with the level of serum creatinine but not the index of tubulointerstitial injury (*R* = 0.71 and *p* < 0.05). Ischemia could cause injuries to multiple sites in the kidney, such as tubules and glomerulus. It was validated that miRNAs were implicated in pathological processes in the two sites, suggesting global involvement of miRNAs in AKI (Ho et al., 2008; Lu et al., 2012). Additionally, the level of serum creatinine might more accurately reflect overall renal function than the index of tubulointerstitial injury (Johnson & Johnson, 2005). Based on this finding, the index of tubulointerstitial injury should be considered a local indicator of kidney function. The significant correlation between miRNA expression and a global kidney function indicator, such as serum creatinine level, is functionally equivalent to the ubiquitous roles of miRNAs in human pathophysiology (Asli, Pitulescu & Kessel, 2008). In particular, we demonstrated that this correlation was true for a number of individual miRNAs. The expression of five miRNAs, including miR-18a, -134, -182, -210, and -214, increased at 24 h after IRI. The significant correlation with the level of serum creatinine strongly implied an important role for the individual miRNAs in promoting the pathological development of AKI. Our result was in line with the work by Wilflingseder et al. (2014), in which expression correlation analysis identified miR-182 as a key regulator of post-transplant AKI (Wilflingseder et al., 2014). In another clinical study, circulating miR-210 was indicated as a survival prediction biomarker for critically ill patients with AKI (Lorenzen et al., 2011). Until now, there was no experimental evidence linking miR-18a, -134, and -214 to AKI. In this study, the expression of each of these miRNAs was significantly elevated. It was thought that significant expression and phenotype association provided a clue for disclosing vital miRNAs responsible for the pathological progression of AKI.

Furthermore, 10 KEGG pathways were revealed to be significantly regulated by miRNAs in renal pathology, which was consistent with previous studies reporting that miRNAs are vital regulators of signal transduction in renal pathologies (Badal & Danesh, 2015; Trionfini, Benigni & Remuzzi, 2015). Dysregulated p53 and Wnt signaling pathways were associated with the increased level of serum creatinine aroused by renal pathology (Ghosh et al., 2015; Mo et al., 2015). Our results revealed a potential role of miR-18a in regulating the p53 signaling pathway and abnormal expression of miR-210 in AKI might influence the Wnt and apoptosis signaling pathways. Our findings underscore the need for additional functional studies of miRNAs in the future.

Because they are negative post-transcriptional regulators of gene expression, increased expression of global miRNAs may result in widespread inhibition of mRNA translation into proteins. From a cellular biology perspective, an abrupt decrease in protein translation may cause reduced cellular activity and energy production (Khalid et al., 2014). Together, these effects would inevitably lead to structural and functional injures of the kidney at the tissue level (Asli, Pitulescu & Kessel, 2008). Our study revealed that global miRNA expression in kidney tissue increased after IRI. The rate of the increase in miRNA expression correlated with the rate of increase in serum creatinine level. This finding suggested a causal connection between changes in global miRNA expression and damaged kidney function in AKI. We also demonstrated continuous, steady-state release of inflammatory cytokines and PTC loss in AKI. This result may be a programmed consequence of ischemic AKI that leads to an imbalance between injury and repair (Basile, Anderson & Sutton, 2012; Khalid et al., 2014). It validated dual roles for macrophages in rapidly invading the injured renal tissue and then reestablishing a developmental program contributing to kidney repair after injury (Lin et al., 2010). As our experiments were performed within 48 h after acute ischemic kidney injury, the negtive effect of macrophages occupied a dominant position, explaining the further increase of F4/80 and inflammatory cytokines at 48 h.

AKI is a common medical syndrome found in hospitalized patients (Srisawat & Kellum, 2011). Due to a lack of effective treatment, AKI continues to be a vexing clinical problem for medical professionals worldwide. Despite recent progress in research, the pathological mechanisms underlying the AKI initiation and progression are still not fully understood (Bonventre & Yang, 2011; Malek & Nematbakhsh, 2015). Based on our observations and results from this study and a previous study (Khalid et al., 2014), we suggest that miRNAs act as molecular inducers of AKI progression and that altered global miRNA profiles may be responsible for pathological development of AKI. Among miRNAs, a selected few, such as miR-134 and -214, may play critical roles in this pathological course. However, further research is needed to define the pathology-initiating role of key miRNAs in AKI. In summary, our study provided novel insight into the roles of miRNAs on the progression of AKI pathology from the aspect of temporal expression of global miRNAs.

## Supplemental Information

10.7717/peerj.1729/supp-1 Table S1 Primer sequences of genes used in this study (mouse) Click here for additional data file.

10.7717/peerj.1729/supp-2 Table S2 Significantly over-represented KEGG pathways in renal pathology Click here for additional data file.

10.7717/peerj.1729/supp-3 Table S3 Renal pathology-related mRNAs targeted by miR-18a, -134, -182, -210, or -214 Click here for additional data file.

# Supplementary material for: Global miRNA expression is temporally correlated with acute kidney injury in mice
**Source:** PeerJ. 2016 Feb 25;4:e1729. doi: 10.7717/peerj.1729
**Supplement:** Table S1

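The forward primers listed here for miRNAs name each miRNA without its arm, and a miRNA hairpin gives a 5p and a 3p product. Each forward primer of the 6 miRNAs starts with a linker of 7 bases, followed by 15 to 17 bases of the miRNA itself. This second part was compared with the array's probes, which are complementary to the 3′ end of a miRNA. It shared 12 bases with the reverse complement of the probe for miR-18a-5p, 9 for miR-34b-3p, 6 for miR-134-5p, 8 for miR-182-5p, 9 for miR-210-3p, and 6 for miR-214-3p, and at most 3 or 4 bases with the probe for the other arm. The array's probes for these arms have coordinates in the files, and the ones given here lie within the miRNA genes of the GRCm38 annotation, which gives whole genes without exons. They are chromosome 14 from 115043871 to 115043889 (Mir18), chromosome 9 from 51103619 to 51103633 (Mir34b), chromosome 12 from 109734154 to 109734166 (Mir134), chromosome 6 from 30165933 to 30165948 (Mir182), chromosome 7 from 141221455 to 141221470 (Mir210), and chromosome 1 from 162223447 to 162223459 (Mir214). The probe for miR-34b-3p also lies within the spans of Btg4 and Hoatz, that for miR-182-5p within the long noncoding gene Mirc35hg, and that for miR-214-3p within Dnm3 and the long noncoding gene Dnm3os.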

**Table S1.** Primer sequences of genes used in this study (mouse).

| Gene | Forward primer(5'-3') | Reverse primer (5'-3') |
| --- | --- | --- |
| miR-18a | GCGGCGGTAAGGTGCATCTAGTG | ATCCAGTGCAGGGTCCGAGG |
| miR-34b | GCGGCGGAATCACTAACTCCAC | ATCCAGTGCAGGGTCCGAGG |
| miR-134 | GCGGCGGTGTGACTGGTTGACC | ATCCAGTGCAGGGTCCGAGG |
| miR-182 | GCGGCGGTTTGGCAATGGTAGAAC | ATCCAGTGCAGGGTCCGAGG |
| miR-210 | GCGGCGGCTGTGCGTGTGACAG | ATCCAGTGCAGGGTCCGAGG |
| miR-214 | GCGGCGGACAGCAGGCACAGAC | ATCCAGTGCAGGGTCCGAGG |
| U6 | GCTTCGGCACATATACTAAAAT | CGCTTCACGAATTTGCGTGTCAT |

# Supplementary material for: Global miRNA expression is temporally correlated with acute kidney injury in mice
**Source:** PeerJ. 2016 Feb 25;4:e1729. doi: 10.7717/peerj.1729
**Supplement:** Table S2

**Table S2.** Significantly over-represented KEGG pathways in renal pathology.

| KEGG term | Signaling pathway | False discovery rate |
| --- | --- | --- |
| mmu04310 | Wnt signaling pathway | 5.8×10^−5^ |
| mmu04115 | p53 signaling pathway | 7.6×10^−5^ |
| mmu04350 | TGF-β signaling pathway | 1.0×10^−4^ |
| mmu04630 | Jak-STAT signaling pathway | 4.7×10^−3^ |
| mmu04010 | MAPK signaling pathway | 9.4×10^−3^ |
| mmu04210 | Apoptosis | 1.2×10^−2^ |
| mmu04012 | ErbB signaling pathway | 1.2×10^−2^ |
| mmu04110 | Cell cycle | 1.3×10^−2^ |
| mmu04620 | Toll-like receptor signaling pathway | 1.6×10^−2^ |
| mmu04370 | VEGF signaling pathway | 4.2×10^−2^ |

# Supplementary material for: Global miRNA expression is temporally correlated with acute kidney injury in mice
**Source:** PeerJ. 2016 Feb 25;4:e1729. doi: 10.7717/peerj.1729
**Supplement:** Table S3

**Table S3.** Renal pathology-related mRNAs targeted by miR-18a, -134, -182, -210, or -214.

| miRNA | Target gene | Full gene name |
| --- | --- | --- |
| mmu-miR-18a | pten | phosphatase and tensin homolog |
| mmu-miR-134 | limk1 | LIM-domain containing, protein kinase 1 |
| mmu-miR-134 | sox2 | SRY (sex determining region Y)-box 2 |
| mmu-miR-182 | chst1 | carbohydrate (keratan sulfate Gal-6) sulfotransferase 1 |
| mmu-miR-182 | fbxw7 | F-box and WD-40 domain protein 7 |
| mmu-miR-182 | ikzf1 | IKAROS family zinc finger 1 |
| mmu-miR-210 | bcl2 | B cell leukemia/lymphoma 2 |
| mmu-miR-210 | hif1a | hypoxia inducible factor 1, alpha subunit |
| mmu-miR-210 | shh | sonic hedgehog |
| mmu-miR-210 | tcf7l2 | transcription factor 7 like 2 |
| mmu-miR-210 | ucp2 | uncoupling protein 2 |
| mmu-miR-214 | pon2 | paraoxonase 2 |

How the deposited data were processed for this re-analysis (not part of the article)

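Kidney miRNAs of sham-operated mice and of mice at 6, 12, 24, and 48 h after IRI were measured on Agilent mouse miRNA microarrays, with 1 array per group and 5 arrays in all. Groups were taken from the sample labels and the paper. The authors deposited the intensity values that Agilent Feature Extraction 10.7.1.1 wrote for each spot, probe, and miRNA, without normalization between arrays. The software subtracted the background, removed spatial trends, left a miRNA with no detected probe at 0.1, and gave each signal an error. The authors also deposited a table of processed log2 values, and the paper does not state how it was made. Its 206 highest values were identical on all 5 arrays, with a maximum of 17.03, as quantile normalization between arrays gives. Its scale and centring stay unknown. Its medians were −3.12, −3.22, −3.30, −3.32, and −3.01 for sham, 6, 12, 24, and 48 h, and the order of its detected miRNAs was that of the own-probe signals on every array. It served as an alternative only.

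The paper defines abundance as the raw signal with the blank value 0.1 and total abundance as its sum, so the deposited total gene signals were summed over 1247 miRNAs with no scaling. Because this column was found to hold signal of other miRNAs or controls where the first probe of a miRNA was not detected, the signals of the own detected probes were summed as an added summary. The errors of the totals were computed by adding the squared scanner errors of the detected miRNAs. For each time point, the log2 ratio of the totals over sham and the median log2 ratio of the 182 miRNAs detected on all arrays were computed, and the miRNAs with a detection on at least 2 arrays were counted. No fold was given against an array without detection.

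The miRNAs named in the text were fixed by rule. They are the 6 miRNAs of the qRT-PCR experiment in the arm their primers match, the 5 highest on the sham array, the 5 with the largest signal increase from sham to 24 h, the 5 highest and the 5 lowest log2 ratios at 24 h among the miRNAs detected on all arrays, and lists of miRNAs of red blood cells, leukocytes, kidney tubules, and endothelium. The rule was applied to both summaries.

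The alternatives were scaling by the 75th percentile, quantile normalization, scaling by the 4 spike-in controls, normexp background correction with an offset of 50, sums of mean processed signals, the processed table, blank values of 1 or 0, no detection filter, and leaving out the 10 most abundant miRNAs or miRNAs with saturated spots. Other detection rules were tried for the counts. Added later were own-probe sums, 1 effective feature size on all arrays, scaling by the labelling spike-ins or by all 9 positive controls well above background, combinations of these, own-probe sums without the 10 most abundant miRNAs, and a common detection level. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, and limma 3.58.1 were used. The computation of totals, medians, and carried signal was tested on simulated data of 1247 miRNAs, where all 5 checks were recovered and 62 of 62 simulated carried signals were found.

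No test between groups, no p-value over miRNAs, and no correlation over samples was computed, since each group had 1 array and the number of arrays limits the precision. The lowest detected own-probe signal was 1.99 on the sham array and 4.35 on the 24 h array. The qRT-PCR, histology, creatinine, cytokine, and immunofluorescence measurements were not analysed here, and the pathway analysis was not repeated.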

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

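The separate tests of the rise to 6 h, the rise to 24 h, and the fall to 48 h, and the tests of the effective feature size and of the slides, were chosen after the results were seen, as was the comparison with the single spike-ins.

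The arrays carry control RNAs that the paper does not report on, and their signal rose above its level on the sham array. The pair of spike-ins added at labelling had a log2 ratio over sham of 1.09 at 24 h and 1.16 at 48 h. The pair added at hybridization had a log2 ratio of 1.09 at 24 h and 0.92 at 48 h. At 6 h, on the slide and scan of the sham array, the values were 0.13 and 0.0048. The single spike-ins were not equal, with log2 ratios at 24 h of 1.14 and 1.03 for those of labelling and 0.61 and 1.58 for those of hybridization. Each value comes from 1 array.

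The spike-ins do not come from the kidney, so no biological explanation was tested for them. They argue against a difference in brightness shared by all spots as the whole course of total miRNA abundance, since all 4 together had a log2 ratio of 1.04 at 48 h over sham (0.63 to 1.28 singly), where the total came back to 0.19. From 24 h to 48 h they had −0.049 (−0.38 to 0.15 singly), while the total fell by 1.00 and the own-probe total by 0.86. With 1 effective feature size the spike-ins rose by 0.32 and the own-probe total fell by 0.49. The arrays hold 5 further positive controls well above background, for which the files do not say what they bind. Of these, 4 came back near sham at 48 h as the total did, with log2 ratios of 0.03, 0.19, 0.28, and 0.32, and the fifth had 0.88. All 9 controls together fell by 0.40 from 24 h to 48 h. With 1 effective feature size all 9 had −0.025, a mean over controls that went both ways, since the spike-ins among them rose. A difference that affects only some of the spots was not tested. For the rise to 6 h the spike-ins had 0.069, with single values up to 0.16, and all 9 controls lay between −0.04 and 0.23, against 0.24 for the own-probe total, so a difference in brightness between these arrays cannot be told apart from a small rise. For the rise from sham to 24 h the spike-ins had a log2 ratio of 1.09, close to the 1.19 of the total and the 1.07 of the own-probe total. A shared difference in brightness may therefore account for the size of this rise, and it stays open together with a change in the kidney.

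The effective feature size explains part of the rise by its construction. With 1 effective feature size on all arrays, the log2 ratio of the total at 24 h over sham was still 0.81, which argues against the feature size as the whole source of the rise. With the same setting the spike-ins had a log2 ratio of 0.72 at 24 h, and the own-probe total 0.70. A difference between the slides cannot be told apart from the difference between sham and 24 h, since 0 slides held both arrays. The 12 and 24 h arrays, which shared slide and scan, differed by a log2 ratio of 0.17 in the total, 0.17 in the labelling spike-ins, −0.10 in the hybridization spike-ins, and 0.32 in all 9 controls. The amount of spike-in put on each array is not in the values, and a difference in it was not tested. A difference in the amount of kidney RNA stays open too. The log2 ratios of single miRNAs at 24 h had an interquartile range of 0.88, but the single spike-ins spread from 0.61 to 1.58 between the same arrays.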

How the results depend on the processing

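Own-probe sums (also without the 10 most abundant miRNAs), 1 effective feature size, their combinations, scaling by the labelling spike-ins or by all positive controls, and the common detection level were chosen after the data were seen, and the other alternatives were set before the data were examined. No paired analysis was possible because each group had 1 array. Values are given in the order 6, 12, 24, and 48 h over sham, and a value is called different where it moved by more than the scanner error. Single miRNAs are named as changing sign only where the log2 ratio of their total gene signals exceeded its scanner error, which leaves out miR-107-3p, miR-3095-3p, and miR-5097. Except where the construction of an alternative is named, the cause was not tested.

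As summed from the total gene signals, the totals had log2 ratios of 0.60, 1.01, 1.19, and 0.19 and the medians 0.19, 0.53, 0.93, and −0.17, and the 10 miRNAs that rose most held 52.6% of the rise to 24 h. Blank values of 1 or 0 moved the totals by less than the scanner error. The 75th percentile over all miRNAs was 0.1 on every array, no miRNA had a saturated spot, and undetected miRNAs already had the blank value, so scaling by that percentile, leaving out saturated miRNAs, and dropping the detection filter changed nothing and say nothing about stability. For the counts, a signal above 0.1 and a signal above 3 times its error restate the software's detection, so their equal counts say nothing about stability. The common detection level and the 4 time points after IRI alone moved the counts by less than 1.5 times.

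With own probes alone, the totals had log2 ratios of 0.24, 0.93, 1.07, and 0.21, the medians moved by less than the scanner error, and the share of the 10 miRNAs was 64.7%. Single miRNAs changed sign at 24 h by losing carried signal, to 2.31 for miR-1187, 1.45 for miR-139-5p, 1.19 for miR-1949, 1.97 for miR-29c-5p, and 3.99 for miR-5115. With 1 effective feature size the totals at 12 and 24 h were 0.64 and 0.81, the medians 0.16 and 0.56, and the share 55.6%. With both, the totals were 0.24, 0.57, 0.70, and 0.21, the medians at 12 and 24 h 0.18 and 0.66, the share 67.3%, and single miRNAs that changed sign 1.94 for miR-1187, 1.08 for miR-139-5p, 0.82 for miR-1949, −0.18 for miR-214-3p, 1.60 for miR-29c-5p, −0.035 for miR-324-5p, and 3.62 for miR-5115.

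After scaling by the 4 spike-ins, the totals had log2 ratios of 0.53, −0.041, 0.097, and −0.85 and the medians 0.12, −0.52, −0.16, and −1.21, so that the total at 48 h and the median at 12 h changed direction. The total at 12 h and the median at 24 h changed sign and lay below sham by less than their scanner errors of 0.041 and 0.17, and miR-6366 had −0.56. With own probes and the same scaling, the totals had log2 ratios of 0.18, −0.12, −0.016, and −0.83 and the medians 0.087, −0.50, −0.056, and −1.27, with single miRNAs at 1.22 for miR-1187, 0.37 for miR-139-5p, 0.10 for miR-1949, −0.89 for miR-214-3p, 0.88 for miR-29c-5p, −0.75 for miR-324-5p, 2.90 for miR-5115, −0.56 for miR-6366, and −0.11 for miR-93-5p. With the labelling spike-ins alone, the totals had log2 ratios of 0.47, 0.094, 0.10, and −0.98 and the medians 0.059, −0.39, −0.15, and −1.33. With all positive controls, the totals had log2 ratios of 0.51, 0.29, 0.14, and −0.46 and the medians 0.10, −0.19, −0.11, and −0.82. The total at 6 h stayed above sham under each of these scalings.

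Scaling by the 75th percentile of the miRNAs detected on all arrays, which sets a typical miRNA equal between arrays by construction, left totals of 0.40, 0.56, 0.23, and 0.41 and medians of −0.0065, 0.083, −0.020, and 0.056. The share of the 10 miRNAs was then 130.1% of a smaller rise, since other miRNAs fell, and miR-6366 had −0.42. Quantile normalization gives all arrays nearly 1 total by construction, with 0.00096, 0.0013, 0.0013, and −0.0024, and medians of −0.48, −0.57, and −0.63 at 6, 12, and 24 h. In the authors' processed table, whose highest values are identical on all arrays, so that its totals are near 1 another by construction, the totals had log2 ratios of 0.055, 0.11, 0.067, and −0.030 and the medians −0.27, −0.58, −0.23, and −0.023, the share was 294.5%, and single miRNAs that changed sign had 0.30 for miR-1187, −3.77 for miR-214-3p, −1.68 for miR-324-5p, 2.50 for miR-5115, and −0.35 for miR-93-5p.

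With normexp the totals at 6, 12, and 24 h were 0.26, 0.55, and 0.71, the medians at 12 and 24 h 0.12 and 0.41, and the share 56.4%, with single miRNAs at 0.39 for miR-1187, 0.28 for miR-139-5p, 0.26 for miR-1949, 0.39 for miR-29c-5p, and 1.15 for miR-5115. With sums of mean processed signals the totals were 0.25, 0.57, and 0.71, the medians 0.18 and 0.66, and single miRNAs 1.26 for miR-1187, 0.77 for miR-139-5p, 0.71 for miR-1949, −0.35 for miR-214-3p, 1.29 for miR-29c-5p, and 3.12 for miR-5115. Neither summary includes carried signal or the effective feature size. Without the 10 most abundant miRNAs the totals were 0.70, 0.94, 1.32, and −0.19, and with own probes 0.30, 0.81, 1.05, and −0.18.

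Detection near the background is a limit: 913 of 1247 miRNAs were detected on no array, and miRNAs with small signals had scanner errors of up to 0.39 in the log2 ratios named above.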

Differences from the paper's values

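The own-probe sum, its combinations with 1 effective feature size or with scaling by spike-ins or without the 10 most abundant miRNAs, the other scalings by control spots beyond the 4 spike-ins, 1 effective feature size alone, and the count at a common detection level were chosen after the data were seen.

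Total miRNA abundance at 6 h was 119228 here, while the paper's value was about 77000 in Fig. 2B, read by eye. Of the alternatives set before the data were examined, quantile normalization (115439), the processed table (91491), and leaving out the 10 most abundant miRNAs (62209) gave a total within 1.5 times the paper's. Scaling by either 75th percentile (125823 and 119228), scaling by the spike-ins (178367), normexp (326954), sums of mean processed signals (279131), a blank value of 1 (120128) or 0 (119129), no detection filter (119228), and leaving out saturated miRNAs (119228) did not. The matches hold for 6 h only. Quantile normalization, which gives nearly 1 total by construction, lay beyond 1.5 times the figure for sham and 48 h. The processed table did so at 24 h. Leaving out 10 miRNAs sets a part against the whole, and it did so for sham, 12 h, and 48 h. Spike-in scaling, normexp, and sums of mean processed signals are on other scales, so their totals cannot test agreement. The sum over own detected probes, chosen after the values were seen, was 77315, with or without 1 effective feature size, and the own-probe totals of the other groups (65266 for sham, 124640 at 12 h, 137161 at 24 h, and 75370 at 48 h) also lay near the values in the figure, which were about 65000, about 120000, about 140000, and about 75000 in Fig. 2B, read by eye. The total gene signals of these other groups did not differ from the figure by more than 1.5 times.

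Mean miRNA abundance at 6 h was 95.6 here, while the paper's value was about 62 with an SEM of about 16 in Fig. 2A, read by eye. It came within 1.5 times the paper's value under quantile normalization (92.6), the processed table (73.4), and without the 10 most abundant miRNAs (50.3), and not under scaling by either 75th percentile (100.9 and 95.6), scaling by the spike-ins (143), normexp (262), sums of mean processed signals (224), a blank value of 1 (96.3) or 0 (95.5), no detection filter, or without saturated miRNAs (both 95.6). The limits of construction and scale given for the totals hold for these means too. The own-probe mean, chosen after the values were seen, was 62, and its spike-in scaled form 92.7.

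The number of miRNAs with non-null signal in at least 2 time points was 277 here, while the paper's value is 172. The same sentence of the paper gives these 172 miRNAs interactions with genes of renal pathology. It does not state whether detected miRNAs without such interactions were left out. No condition on target genes was applied here, so 277 may count a wider set, and the difference cannot test agreement. None of the alternatives set before the data were examined came within 1.5 times of 172. A signal above 0.1 gave 277, a signal above 3 times its error gave 277, and the 4 time points after IRI alone gave 274. The common detection level, chosen after the values were seen, gave 274. The number of miRNAs detected on all 5 arrays was 182.

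The paper states that each of the 6 miRNAs measured by qRT-PCR was highest at 24 h. Those qRT-PCR values were normalized to U6. The array is another assay, whose signals were not normalized between arrays, and it held 1 value per group. Without scaling, its own-probe signals were highest at 24 h for 3 of the 6. These were miR-18a-5p (26.6), miR-34b-3p (9.56 ± 2.92, detected at 24 h only), and miR-182-5p (8.83 ± 2.90, against 5.40 ± 1.72 at 48 h). The signal of miR-134-5p was highest at 12 h (20.1), against 4.90 at 24 h. That of miR-210-3p was highest in sham (27.97 ± 2.84), against 15.1 at 24 h. It differed from its signal at 6 h (25.0 ± 2.93) by less than their combined scanner error. That of miR-214-3p was highest at 48 h (17.4 ± 2.39), within the scanner error of 15.1 ± 3.15 at 24 h. In the total gene signals miR-18a-5p, miR-34b-3p, miR-134-5p, and miR-214-3p were highest at 24 h, with carried signal in each, and miR-182-5p was highest at 48 h. These orders depend on scaling, since equal spot intensities gave 1.29 times the signal at 12 and 24 h. With 1 effective feature size, the own-probe log2 ratio of miR-18a-5p over sham was 1.70 at 24 h and 1.61 at 48 h. That of miR-214-3p was −0.18 at 24 h and 0.40 at 48 h. Scaling by the spike-ins would shift the orders further, since they were 2.06 to 2.13 times sham at 12, 24, and 48 h. With it, miR-214-3p had −0.89 at 24 h, below sham.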

Other observations

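The test of carried signal, the share of the rise that background would give, the comparison with the single spike-ins, the ratios of the cell type lists relative to the total, and the own-probe total without the 10 most abundant miRNAs were chosen after the results were seen, while the tests of background at 48 h over 24 h, of a single scale factor, of the share of the rise carried by blood and leukocyte miRNAs, and of the total without the 10 most abundant miRNAs were set before. Where these use own-probe signals, that choice was made after.

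Total gene signals above the sum of a miRNA's own detected probes were found in 373 values of 169 miRNAs. A candidate explanation is a running sum in the scanner software that is not set back where the first probe of a miRNA is not detected. The excess was present exactly where the first probe was not detected, with 0 exceptions among the 1241 detected values, and in 100% of the cases it equalled another total of the same array within 1%. It affected 58 miRNAs in sham, 78 at 6 h, 81 at 12 h, 97 at 24 h, and 59 at 48 h. For miR-34b-3p at 24 h the total gene signal was 313 and the own-probe signal 9.56, and for miR-182-5p at 48 h the values were 185 and 5.40. The order of the detected miRNAs in the authors' processed table was that of the own-probe signals for 219 of 219 miRNAs in sham and 298 of 298 at 24 h, and that of the total gene signals for 5 and 4. This is a technical pattern, and no biological explanation was tested.

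The rise of total miRNA abundance to 24 h and its fall at 48 h was set against further explanations. A difference in background is argued against as the whole course by the negative controls, whose median signal had a log2 ratio of 0.19 at 48 h over 24 h, upward where the total fell. From sham to 24 h it had 0.17, in the direction of the rise. Left in every miRNA spot, this difference would give 10.8% of the own-probe rise, which argues against background as the whole source of the rise. A few dominant miRNAs made up much of the own-probe rise in signal, 47.0% for 3 miRNAs and 64.7% for 10. They are argued against as its whole source by the total without the 10 most abundant miRNAs, whose log2 ratio at 24 h was 1.32 in the total gene signals, where carried copies remain, and 1.05 by own probes. A single scale factor for all miRNAs, as from more labelled small RNA on an array, stays open. The own-probe log2 ratios at 24 h had an interquartile range of 0.88 with a median scanner error of 0.18, which leaves out variation between arrays, and the single spike-ins spread from 0.61 to 1.58 between the same arrays. The median log2 ratio of 1.03 lay near the 1.07 of the total.

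Blood left in the kidney and leukocytes entering it stay open. The miRNAs of their lists held 0.741% of the own-probe rise from sham to 24 h for red blood cells and 0.0318% for leukocytes. This share decides nothing, since by the same measure the 6 miRNAs of kidney tubules held 2.51% and the 2 of endothelium 0.630%. As a ratio over sham, set against the own-probe total, the lists did not all move away from the total. The log2 ratio of the red blood cell list at 24 h was 0.17 above that of the total, and relative to the total it was 0.65 at 6 h, −0.64 at 12 h, and −0.75 at 48 h. Of its 4 miRNAs on the array, 2 were detected in sham, and miR-451a rose from 159 in sham to 500 at 6 h, 234 at 12 h, and 538 at 24 h and had 105.0 at 48 h. The other, miR-16-5p, had 230 in sham, 223 at 6 h, 243 at 12 h, 385 at 24 h, and 163 at 48 h. The rise of the list at 6 h was therefore that of miR-451a alone. The log2 ratio of the leukocyte list was 0.68, 1.21, 0.56, and 0.36 at 6, 12, 24, and 48 h, and relative to the total it was 0.44, 0.27, −0.51, and 0.15. Of its 6 miRNAs on the array, 4 were detected in sham with weak signals, and its most abundant member, miR-223-3p, had own-probe signals of 24.8 in sham, 55.7 at 6 h, 82.7 at 12 h, 39.5 at 24 h, and 41.7 at 48 h. With few detected members and 1 array per group these ratios decide nothing. All miRNAs of the tubule and endothelium lists were detected in sham. Of the 2 of endothelium, miR-126-5p was detected in sham only (3.82), so after IRI the detected signal was that of miR-126-3p alone. The log2 ratio of the summed tubule miRNAs at 24 h over sham was 0.65, and that of endothelium 0.63. Unscaled, both are rises, while the spike-ins at 24 h had a log2 ratio of 1.09, so scaling by them turns both to falls. A change in the kidney with time after IRI stays open, untested.

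Array values of the miRNAs measured by qRT-PCR are given by own probes, with 1 array per group. The log2 ratio at 24 h over sham was 2.07 for miR-18a-5p (scanner error 0.37; 2.53 in the total gene signals), −0.89 for miR-210-3p (0.33), and 0.20 for miR-214-3p (0.36; 2.02 in the total gene signals). After scaling by spike-ins these were 0.98, −1.98, and −0.89. miR-34b-3p was detected at 24 h only, miR-134-5p at 6, 12, and 24 h, and miR-182-5p at 24 and 48 h. No ratio is given for these, since sham had no detection.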
